A study of Danio rerio with 48 samples.

How the data were processed

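Single whole zebrafish embryos (Danio rerio) of the laboratory strains AB and TL were profiled by CEL-seq2, a method that barcodes the 3′ ends of polyadenylated RNA of each sample, pools the samples and amplifies the pool linearly before sequencing. Per the labels, embryos came from natural spawning and were collected in Trizol at 4 time points 1 h apart, from 2.25 to 5.25 hours post fertilisation (hpf), after incubation at 28.5 °C. Each strain and stage had 6 embryos, of which embryos 1 to 3 formed biological replicate 1 and embryos 4 to 6 biological replicate 2. The labels give each stage its own library index, so stage and library pool coincide, and they state that each biological replicate was sequenced in 2 runs.

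The deposited values are raw counts per Ensembl gene ID, with one table of 12 embryos for each of the 4 stages. The aligner, the counting program, the genome build, the annotation, the use of strand and the treatment of molecular identifiers are not stated in the labels or the file headers. All tables held the same 32520 gene IDs and no rows for spike-ins, unassigned reads or totals (0 rows left out). Each of the 48 columns matched the title of a single embryo. Total counts ranged from 4931012 to 20036495 per embryo (median 9853532). Because the counts may include several reads of the same molecule, binomial intervals and count floors cover counting error only.

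Gene symbols came from a table that paired 29201 of the 32520 IDs with a symbol. The other 3319 IDs are printed as they are. Several symbols are carried by more than one ID, and such genes are named as uncertain, since close copies could have shared reads. Chromosome positions are not used here, because the build behind the counts is not stated. For neighbours only, symbols were matched to the RefSeq genes of assembly GRCz12tu.

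Strains were compared at each stage with edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) on the 12 embryos of that stage, TL minus AB, after filterByExpr and TMM normalization. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Stage changes were contrasts averaged over both strains in one fit of all 48 embryos and had to pass an adjusted p under 0.05 and an absolute log2 fold change of 1. The same fit tested whether the strain effect differed between 2.25 and 5.25 hpf. A separate fit at each stage tested the interaction of strain and biological replicate. Fold changes are on the log2 scale with their standard errors (SE), and CPM stands for edgeR's counts scaled to a common library size after TMM. Where every embryo of the lower group had 3 counts or fewer, the fold is given as a lower bound computed against 3 counts.

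A list of 24 genes of Nodal signalling, endoderm and the dorsal forerunner cells was fixed before the data were examined, as were the design, most alternative settings and the rule for named genes. 21 list genes matched a single ID by symbol; eomesa, foxj1a and cxcr4a matched none by that name and are not analysed here. The list was tested with camera (preset correlation 0.01) on log2 CPM with a prior count of 2. The spread between embryos was measured as edgeR's common dispersion, given as the biological coefficient of variation (BCV), over the 3 embryos of each strain, stage and biological replicate, for genes with a mean of at least 10 counts. Its strain difference over 8 cells was tested by an exact sign-flip permutation test. Developmental position was scored per embryo as the mean log2 CPM of the 200 most significant rising genes minus that of the 200 most significant falling genes between the neighbouring stages. Position, depth and shares were compared by two-sided exact permutation tests over 924 labellings of 12 embryos, or over the 400 labellings within biological replicates. The smallest p these allow are 0.00216 and 0.005.

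Named strain genes were the 2 higher in TL and the 2 higher in AB with the largest absolute fold change at each stage, among called genes with a mean of at least 5 counts in the higher strain and the same sign in both biological replicates. Named stage genes were the 2 largest rises and the 2 largest falls per step among called genes that changed the same way in both strains. One gene that met this rule is not reported here. List genes were named when called over the list alone.

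The pairing of the groups by biological replicate comes from the labels, which tie each replicate to its own sequencing runs. Deviations of AB and TL embryos of one replicate from their strain means correlated across genes with r of 0.328, 0.247, 0.183 and 0.589 at the 4 stages in order. Embryo numbers within a replicate did not pair the strains: the mean correlation of same-numbered AB and TL embryos lay between -0.0258 and 0.0243. Each embryo was counted as its own sample, since the labels give each as a separate embryo. The chi-square per degree of freedom of the 120 pairs of embryos within a group ranged from 5.45 to 54.4, which does not test independence, because several reads of a molecule alone can raise it.

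Alternatives were DESeq2 1.42.0, RLE scaling, other count filters, counts downsampled to the shallowest embryo, sums over the 3 embryos of a replicate, one fit over all embryos, the replicate as a block, each replicate left out, single strains, fry and camera with an estimated correlation, and other numbers of position genes. Chosen after seeing the data were fits without the most abundant ID or with its share, the developmental position or the embryo number as a term, and downsampling for the comparison of strain effects. Figures were drawn with matplotlib 3.10.9.

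The fits were tested on simulated data with 200 changed genes drawn from the real means and depths. Simulated embryos were drawn independently, without differences between biological replicates. For the strain fits, their spread was estimated with the replicate accounted for. Real replicates differed in 128 to 1582 genes per stage, so the rates below do not cover such shared differences. From 2.25 to 5.25 hpf in order, 79.3%, 67.4%, 79.1% and 74.9% of the changed genes tested were recovered among 11673, 11650, 11736 and 11430 tested genes. False calls made up 6.13%, 5.11%, 5.49% and 2.67% of all calls. For stage changes 93.4% of the changed genes were recovered among 14046 genes, for the interaction of strain and stage 59.5%. For the interaction of strain and replicate at 4.25 hpf, 70.3% were recovered among 11718 genes and false calls made up 7.43%. A test of the variation of a gene list placed a simulated list with a variance raised by a factor of 3 at percentile 100 among 3000 genes, and 4 of 100 unchanged lists above percentile 95.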

Results

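Individual embryos of the zebrafish strains AB and TL were compared at 4 stages of early development, between 2.25 and 5.25 hpf, a window that runs from cleavage into epiboly and includes the start of zygotic transcription. The title of the series concerns the variability of an early cell population and defects of left-right patterning, so the comparisons asked how the strains differed, how the difference changed over time, and how far embryos of one strain varied. The 48 embryos made 8 groups of 6. Total counts per embryo ranged from 4931012 to 20036495 (median 9853532), and between 15300 and 18556 gene IDs had at least 1 count. Total counts did not differ between strains by more than the spread between embryos at any stage. The smallest p was at 5.25 hpf, with 10961772 ± 4054654 counts in AB and 7931494 ± 2579706 in TL (SD, n = 6; exact permutation p 0.147, adjusted over 4 stages 0.361).

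A single gene ID without a symbol, ENSDARG00000080337, took 29.0% of the counts of an embryo in the median. Its share ranged from 11.3% (Wilson 95% interval 11.3% to 11.3%) in AB embryo 6 to 60.5% (60.4% to 60.5%) in AB embryo 1, both at 4.25 hpf. The next ID, MT-ND4 (ENSDARG00000063917), took 0.557% on average. Without the first ID, the depth was 3282435 to 12797100 counts per embryo (median 6488588). The share was higher in AB at each stage. At 5.25 hpf it was 44.3% ± 11.7 in AB and 27.7% ± 10.2 in TL (SD, n = 6; exact permutation p 0.0303, adjusted over 4 stages 0.121; within biological replicates 0.025). The other stages gave exact permutation p of 0.0996, 0.123 and 0.195, and no difference passed the correction.

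**Figure D1:**
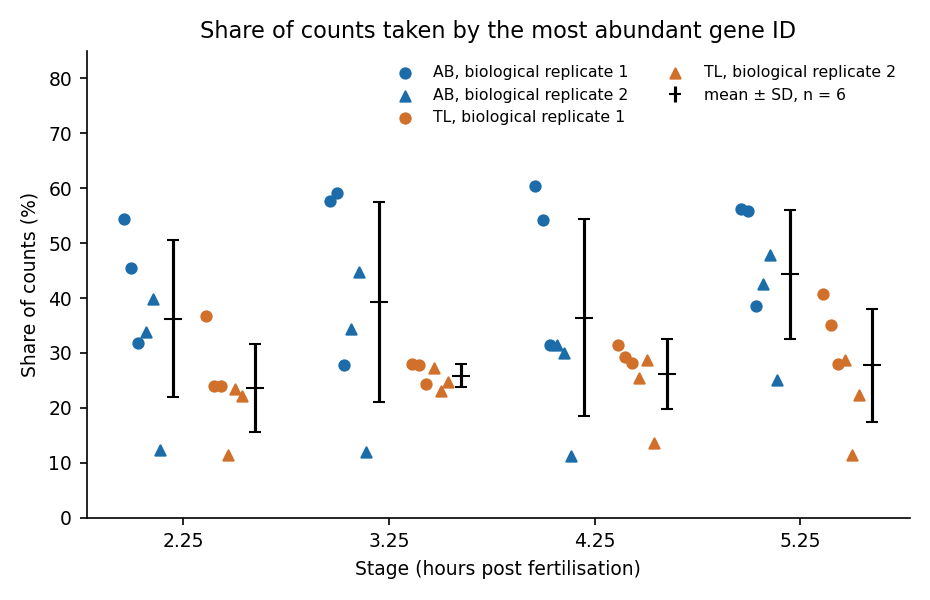
Share of all counts (%) taken by the most abundant gene ID in each of the 48 embryos, by stage in hpf and strain, with embryos 1 to 6 of a group from left to right, circles for biological replicate 1 and triangles for replicate 2, and bars for the mean ± SD (n = 6). Shares ranged from 11.3% to 60.5%, and AB spread more widely than TL at 3.25 hpf (SD 18.2 against 2.08).

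In a principal component analysis of log2 CPM over 14470 genes, the first component held 34.1% of the variance and rose with stage, with overlap between embryos of 2.25 and 3.25 hpf, and the second held 16.96% and separated all AB from all TL embryos. Within each stage alone, the first component separated the strains without overlap and held 39.9%, 36.9%, 40.1% and 30.6% of the variance from 2.25 to 5.25 hpf.

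**Figure D2:**
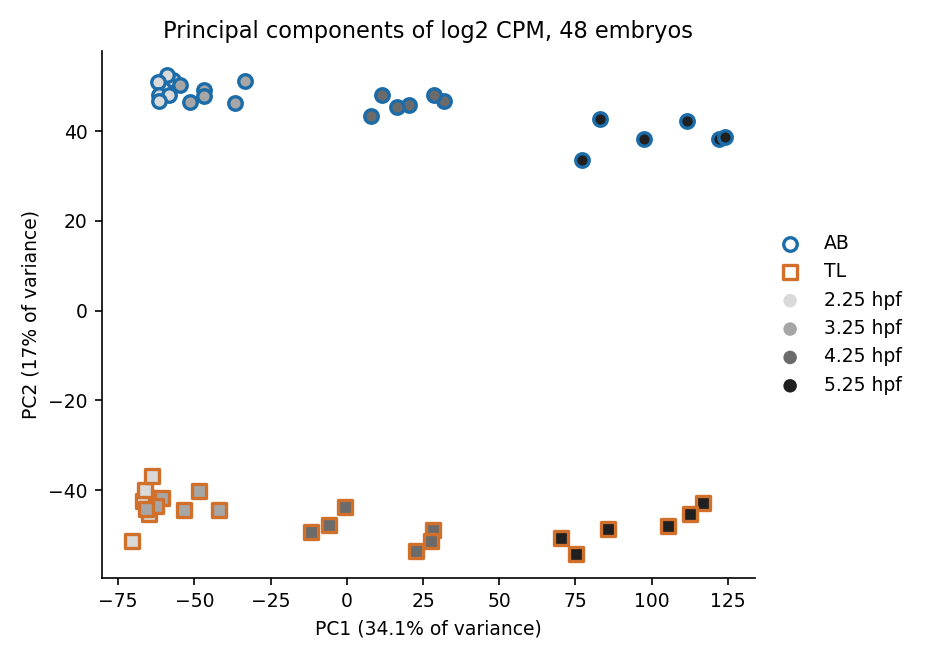
First and second principal components of log2 CPM of the 48 embryos, with circles for AB, squares for TL and darker fill for later stages. The first axis (34.1% of the variance) rises with stage, with overlap between 2.25 and 3.25 hpf, and on the second (16.96%) all AB embryos lie above all TL embryos.

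To ask which transcripts differed between strains, AB and TL embryos were compared at each stage. At 2.25 hpf, 2129 of 11950 tested genes differed, 977 higher in TL and 1152 higher in AB. At 3.25 hpf there were 1875 of 11980 genes (862 and 1013), at 4.25 hpf 2435 of 11945 (1215 and 1220), and at 5.25 hpf 1238 of 11602 (605 and 633). The median absolute log2 fold change of called genes was 1.06, 1.09, 0.96 and 1.22 in the same order. Of the called genes, 2128, 1875, 2432 and 1237 had the same sign in both biological replicates. Fitted within replicate 1 alone, 907, 848, 2834 and 479 genes were called, and within replicate 2 alone 1427, 868, 1034 and 412. Called in both were 480, 377, 658 and 174 genes, of which 479, 376, 652 and 174 agreed in sign. Across genes, which are not independent replicates, the fold changes of the replicates correlated with r of 0.725, 0.693, 0.634 and 0.705. Sums over the 3 embryos of a replicate, with 2 sums per strain, called 873, 1053, 492 and 91 genes in stage order. The last of these, at 5.25 hpf, was the largest move of a count. The spread at 5.25 hpf was the largest, with a BCV of 0.369 against 0.296 to 0.318 at the earlier stages. A fit with one spread shared by all 48 embryos called 2640 genes there.

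**Figure D3:**
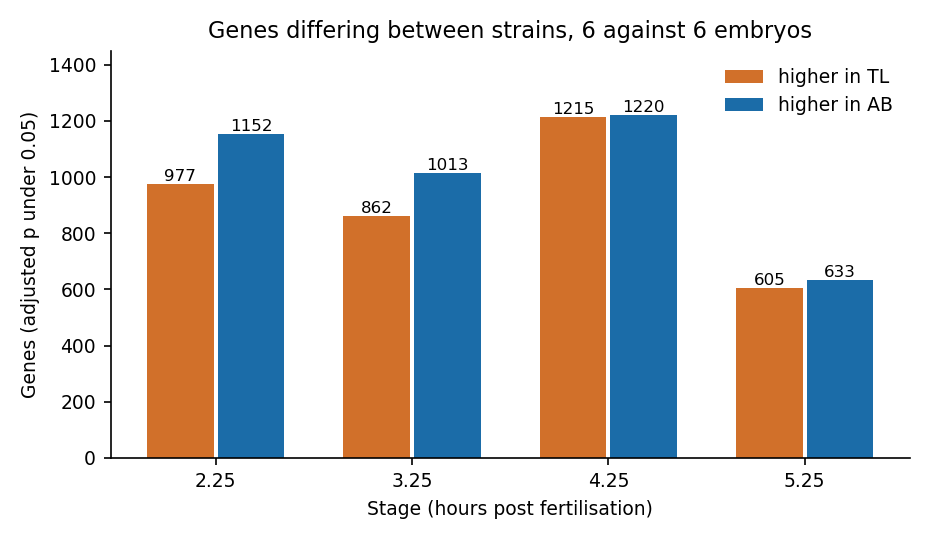
Number of genes with an adjusted p under 0.05 (vertical axis, genes) between 6 AB and 6 TL embryos at each stage in hpf, in orange for genes higher in TL and blue for genes higher in AB. The counts fall to 605 and 633 at 5.25 hpf, from 1215 and 1220 at 4.25 hpf.

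The genes with the largest differences were close to absent in one strain. At 2.25 hpf, ENSDARG00000098332, which carries a zgc clone name, had 4.16 ± 3.64 CPM in TL (SD, n = 6) and 0 counts in all AB embryos, at least 13.5-fold higher in TL (edgeR adjusted p 0.000223). The mean of taco1 (ENSDARG00000062943) was 21.1 ± 7.88 CPM in TL, with at most 2 counts in AB, at least 68.4-fold higher (adjusted p 6.55e-08). Higher in AB was gcgra (ENSDARG00000104022), at least 9.63-fold (adjusted p 0.000806). This bound rests partly on AB embryo 1, far above the others with 9.17 CPM against 1.14 to 1.75. Also higher in AB was znf1156 (ENSDARG00000098800), with 56.6 ± 23.6 CPM in AB and 0.487 ± 0.349 CPM in TL (log2 fold change -6.77, SE 0.42, adjusted p 7.18e-08). At 3.25 hpf, si:ch211-209l18.8 (ENSDARG00000100000) had 21.97 ± 6.61 CPM in TL and 0.172 ± 0.0833 CPM in AB (log2 fold change 6.89, SE 0.35, adjusted p 2.28e-09). KCNK5 (ENSDARG00000023587), whose symbol is shared with another ID, was 6.79 higher in TL on the log2 scale (SE 0.62, adjusted p 2.61e-06). Higher in AB by at least 18.0-fold and 15.4-fold were si:ch211-66k16.27 (ENSDARG00000091280) and si:ch211-209l18.4 (ENSDARG00000090847), with adjusted p of 4.75e-06 and 5.99e-06.

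At 4.25 hpf, KCNK5 was at least 62.9-fold and apol1 (ENSDARG00000007425) at least 43.5-fold higher in TL (edgeR adjusted p 2.37e-08 and 2.14e-07). NEUROD6 (ENSDARG00000040008, a shared symbol) and the unnamed ENSDARG00000100640 had 0 counts in every TL embryo and were at least 14.6-fold and 13.3-fold higher in AB (adjusted p 4.52e-05 and 3.7e-05). At 5.25 hpf, si:ch211-209l18.8 was again higher in TL (log2 fold change 6.44, SE 0.63, adjusted p 7.63e-06), as was CCDC134 (ENSDARG00000103285, a shared symbol), by at least 20.1-fold (adjusted p 1.16e-06). Higher in AB were si:dkey-20i20.14 (ENSDARG00000071833), by at least 9.38-fold, and ENSDARG00000100640, by at least 16.9-fold (adjusted p 9.89e-05 and 0.000185). For ENSDARG00000100640 the adjusted p was 0.0654 in the sums over embryos.

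Most strain differences kept their direction over time. For each pair of stages, 94.7% to 98.7% of the genes called at the earlier stage and tested at both had the same sign at the later. Of 10716 genes tested at all stages, 3314 were called at any stage and 1431 at a single one. At every stage 590 were called, where 6.63 were expected from independent calls, and 589 of them had one sign throughout (269 higher in TL, 320 higher in AB). In a test of the change itself, the strain effect at 5.25 hpf differed from that at 2.25 hpf in 51 of 14470 genes, with 20 shifted towards TL and 31 towards AB. With the biological replicate as a block 82 genes were called, among them all 51. Without replicate 1, with fewer embryos, 9 genes were called, of which 6 were among the 51 with the same sign. Without replicate 2 there were 20, of which 11 were among the 51. One of the 51 genes of the main fit was taco1, whose strain effect was 8.07 at 2.25 hpf and 1.44 at 5.25 hpf on the log2 scale (interaction -6.64, SE 1.30, edgeR adjusted p 0.00747). The AB embryos had at most 2 counts of taco1 at 2.25 hpf, so the size of these fitted effects depends on the prior count. Its mean AB count rose from 0.667 to 53.5 over these stages, while the TL mean was 225 and then 165 counts. Of the 51 genes, 33 had fitted strain effects of opposite sign at 2.25 and 5.25 hpf, which by itself does not test a reversal.

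The strain effect itself differed between the biological replicates in 13, 9, 42 and 0 genes at the 4 stages in order, by edgeR's interaction test. At 5.25 hpf, 326 genes had an unadjusted p under 0.05. Another count filter moved these counts by at most 1 gene.

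To follow the change with time, successive stages were compared over both strains. From 2.25 to 3.25 hpf, 116 of 14470 genes passed both thresholds (111 rose and 5 fell), from 3.25 to 4.25 hpf 756 genes (639 and 117), and from 4.25 to 5.25 hpf 2046 genes (1063 and 983). The same direction in both strains was seen for 116, 752 and 2022 of them. Stage coincided with the library pool, so pool effects are included in these numbers. The first step was moved most by a single strain, with 55 genes in TL alone and 71 in AB alone.

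**Figure D4:**
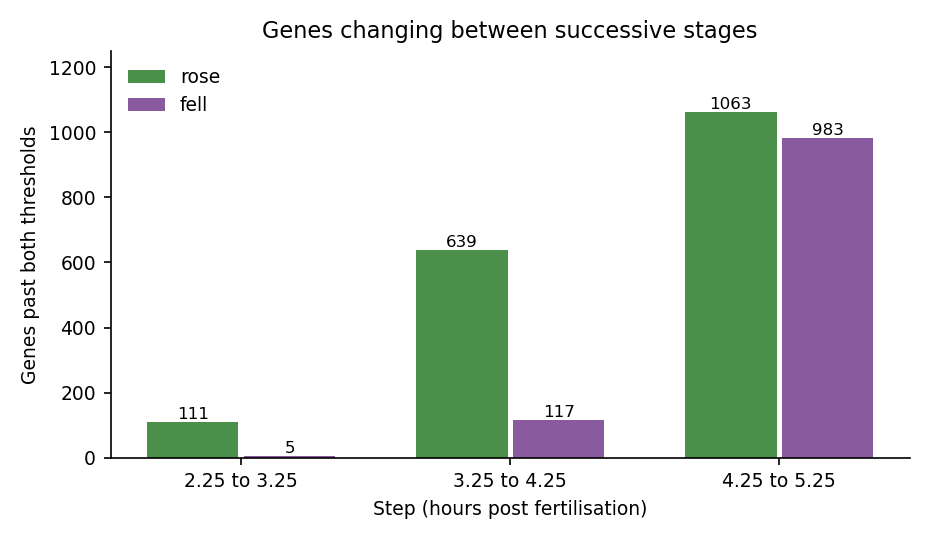
Number of genes (vertical axis) with an adjusted p under 0.05 and an absolute log2 fold change of at least 1 between successive stages in hpf, in green for genes that rose and purple for genes that fell, over 12 embryos per stage. In the first step 111 genes rose and 5 fell; in the last 1063 rose and 983 fell, a balance that ranged over the alternatives from 775 and 894 in TL alone to 1150 and 782 with RLE scaling.

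In the first step, foxd5 (ENSDARG00000042485) and ACKR3 (ENSDARG00000058179, a shared symbol) rose at least 20.8-fold and 7.18-fold (edgeR adjusted p 2.52e-11 and 1.49e-07). The 2 largest falls were si:ch1073-155h19.1 (ENSDARG00000100857; log2 fold change -3.06, SE 0.69, adjusted p 0.00623) and tmprss15 (ENSDARG00000079393; -2.06, SE 0.45, adjusted p 0.00461). Neither fall was called without replicate 1 or in AB alone, and tmprss15 was called in neither strain alone (-0.32 in AB and -3.82 in TL, where the edgeR adjusted p was 0.0513). The other genes that fell, named after their values were seen, were MOS (ENSDARG00000069744), MMP9 (ENSDARG00000042816) and keap1a (ENSDARG00000016132), with log2 fold changes of -1.11, -1.26 and -1.04. In the second step, CLDN23 (ENSDARG00000103703) rose from 0 counts in all embryos to 2.67 ± 1.51 CPM (SD, n = 12), at least 8.95-fold (adjusted p 1.76e-11), and kazald2 (ENSDARG00000078518) rose by 7.63 (SE 0.44, adjusted p 7.32e-19). The largest falls were low in counts: cldnk (ENSDARG00000042357) changed by -3.65 (SE 1.22, adjusted p 0.0317) and KCNQ5 (ENSDARG00000069953) by -3.18 (SE 0.99, adjusted p 0.0193). Neither was called by edgeR without replicate 1 (adjusted p 0.144 and 0.112), and cldnk was also not called without replicate 2 (0.206) or in AB alone (0.414). In the last step, afp4 (ENSDARG00000041490, a shared symbol) and ENSDARG00000103322, which carries an si clone name, rose at least 35.2-fold and 22.5-fold (adjusted p 4.29e-08 and 2.77e-06). The largest fall was that of si:cabz01007794.1 (ENSDARG00000105590; -3.65, SE 1.10, adjusted p 0.00656), which was not called without replicate 1 or without replicate 2.

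Because the title of the series concerns laterality, the list of Nodal, endoderm and dorsal forerunner genes was compared between strains. From 2.25 to 5.25 hpf in order, 9, 11, 18 and 20 of its genes were tested. No shift of the list in one direction was detected at any stage (camera p 0.539, 0.657, 0.948 and 0.717, adjusted over the 4 stages 0.948 for each). The directional fry p were 0.335, 0.428, 0.986 and 0.793. Differences of opposite sign within the list can cancel in these tests and were not tested as a set. The mean log2 fold changes of the list were 0.11, -0.15, -0.01 and 0.02, with 5, 4, 9 and 12 genes higher in TL. Adjusted over the list alone, 1 gene was called at 4.25 hpf and 0 at the other stages, and the numbers over all genes tested were the same. At an unadjusted p under 0.05 there were 3, 2, 1 and 0 list genes at the 4 stages in order. With the biological replicate as a block, the edgeR adjusted p over all genes fell below the threshold for foxh1 (ENSDARG00000055630) at 2.25 hpf, from 0.0579 to 0.0187, and for ndr1 (ENSDARG00000057096) at 3.25 hpf, from 0.0523 to 0.0319, both named after their values were seen.

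The called gene was lft2 (ENSDARG00000044059), with 21.4 ± 2.52 CPM in AB and 33.8 ± 8.72 CPM in TL (SD, n = 6) at 4.25 hpf. Its log2 fold change was 0.66 (SE 0.17), with an edgeR adjusted p of 0.0254 over the list alone and 0.0122 over all genes tested. The fold change was 0.81 in biological replicate 1 and 0.47 in replicate 2. The adjusted p ranged from 0.00103 to 0.319 over the alternatives and stayed above 0.05 in the fit over all 48 embryos (0.319), in the sums of 3 embryos (0.227) and without replicate 1 (0.267).

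Because the title concerns variability, the spread between embryos was compared between strains. The BCV averaged 0.310 ± 0.0456 in AB and 0.276 ± 0.0614 in TL (SD, n = 8 combinations of stage and biological replicate). The mean difference, TL minus AB, was -0.0345 (SD of the differences 0.0468), with TL higher in 3 of 8 combinations, and did not exceed the spread (two-sided exact sign-flip permutation p 0.0859, where the smallest possible p was 0.00781). On the BCV scale the difference moved most when a replicate was left out, to -0.0185 without replicate 1 and -0.0505 without replicate 2, where the 4 remaining combinations are too few for the sign-flip test to pass 0.05.

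Embryos of one nominal stage could also have differed in developmental position, so the position score was compared. TL embryos scored below AB embryos by a mean difference of -0.15 at 2.25 hpf (two-sided exact permutation p 0.0195, adjusted over 4 stages 0.0779), and by -0.52, -0.32 and -0.26 at the later stages (exact permutation p 0.177, 0.383 and 0.626). At the mean rate of change, these correspond to -0.0816, -0.176, -0.0910 and -0.0639 h. With labels exchanged within biological replicates only, the exact permutation p were 0.005, 0.04, 0.07 and 0.225 (adjusted over 4 stages, 0.02, 0.08, 0.0933 and 0.225). At 2.25 hpf the exact permutation p was 0.115 with 50 genes and 0.00649 with 500 genes in place of 200. The score there rests on the step from 2.25 to 3.25 hpf, in which 261 genes had an edgeR adjusted p under 0.05. Part of its 200 rising and 200 falling genes were therefore not called as changing, and with 500 genes a larger part. This limits the reading of the score at 2.25 hpf as developmental position.

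Biological replicate 2 scored below replicate 1 at each stage, by -0.0631 h at 2.25 hpf and by -0.317, -0.299 and -0.398 h at the later stages (n = 6; two-sided exact permutation p 0.0844, 0.00866, 0.00216 and 0.00216; adjusted over 4 stages, 0.0844, 0.0115, 0.00433 and 0.00433). Within strains, the exact permutation p were 0.02, 0.01, 0.005 and 0.005.

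**Figure D5:**
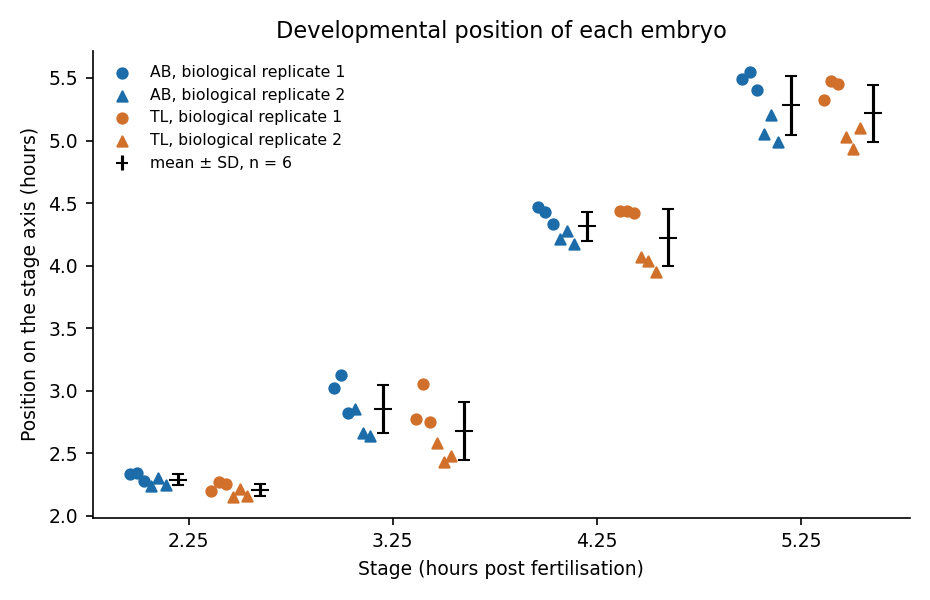
Developmental position of the 48 embryos on the stage axis (hours, converted from the position score) by stage in hpf and strain. Circles mark biological replicate 1, triangles replicate 2 and bars the mean ± SD (n = 6). At 5.25 hpf the score itself (log2 CPM, rising minus falling genes, not drawn) averages 2.56 in replicate 1 and 0.91 in replicate 2. In hours, replicate 2 lies at -0.398 h from replicate 1.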

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

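The tests of depth, of the share of the most abundant ID, of the clutches, of read mapping and of the spread per group were chosen only after the related results were seen.

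The strain effect differed between 2.25 and 5.25 hpf in 51 genes, by a test of the difference itself. Of 40 splits that exchanged embryos between strains within these stages, the real one included, 1 gave as many genes, and the highest other split gave 14. Such exchanges also move the strain differences into the spread between embryos, which by itself lowers the counts. The splits therefore cannot decide whether the strain effect changed. A difference in depth as the whole cause is argued against: on counts downsampled to the shallowest embryo, the interaction estimates of the 49 of these genes that could be tested had a slope of 0.988 against those on full counts, and 33 passed the threshold again. A difference in developmental position between strains was likewise argued against by a slope of 0.990 with position as a covariate. Embryos at 5.25 hpf varied more, which could inflate a test that shares one spread over all stages. With limma voom weights per strain and stage, 21 of the 51 genes passed the threshold again, and for these the larger spread is not the whole cause. The other 30 did not pass again, although 27 of them had an unadjusted p under 0.05, and for them a larger spread and a real change cannot be told apart. The rule set before this test ran would have read a minority passing again as favouring the larger spread for all 51 genes, and the division into 21 and 30 was made after the result was seen. A biological difference between the strains, such as a different timing of zygotic transcription of these genes, stays open and was not tested.

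The strain effect differed between the biological replicates in 13 genes at 2.25 hpf, 9 at 3.25 hpf and 42 at 4.25 hpf. At 5.25 hpf it was 0 genes, with 326 at an unadjusted p under 0.05. Of 100 splits that exchanged embryos between replicates within strains, 2, 7 and 2 gave as many genes at 2.25, 3.25 and 4.25 hpf. The 9 genes at 3.25 hpf were therefore not clearly beyond what regrouping gives. Exchanged embryos also carry replicate differences into the spread, which can lower the counts of other splits. At 5.25 hpf any split reaches the real count of 0, so the comparison decides nothing there. The highest other split at 5.25 hpf gave 87 genes. At 4.25 hpf the highest other split gave 50 genes. An unequal developmental lag of the strains in replicate 2 could have given the 42 genes. The interaction estimates correlated across genes with the change from 3.25 to 5.25 hpf at r of -0.198, which permuted embryos often matched (permutation p 0.32), so this stays open. With position as a covariate 43 genes passed, of which 10 were among the 42. Different parents of the replicates are a biological explanation that was not tested.

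Single embryos stood far from their group, by the gap to the nearest other embryo, in 8 of 93 groups tested, where 4.65 are given by chance. The share of the most abundant ID was 13.7% in TL embryo 6 at 4.25 hpf, against 25.5% to 31.5% in the other 5, and this value was not tested further. The mitochondrial share was 3.44% in AB embryo 4 at 5.25 hpf, against 1.45% to 2.08% in the others. The ID that takes most counts could lower or raise this share, but without it the gap was still 0.666 of the range, above Dixon's critical value for 6 embryos, which argues against that explanation. No biological explanation was tested.

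The other 6 values were of named genes. At 2.25 hpf, gcgra had 9.17 CPM in AB embryo 1 and 1.14 to 1.75 in the others. At 3.25 hpf, KCNK5 had 3.91 CPM in TL embryo 3 (others 15.6 to 28.1), si:ch211-66k16.27 had 1.57 in AB embryo 6 (others 4.49 to 8.03), and tmprss15 had 11.1 in AB embryo 2 (others 27.4 to 30.0). At 5.25 hpf, si:dkey-20i20.14 had 1.62 CPM in AB embryo 5 (others 3.62 to 5.27), and si:cabz01007794.1 had 0.768 in AB embryo 1 and 0 in the others. A mislabelled embryo could give the 3 low values of strain genes, though not the high value of gcgra, which was at 0 in TL. Of the 4 embryos with a strain gene far from its group, 0 correlated more with the mean of the other strain, which argues against it. Variation between siblings, including inherited alleles, stays open and was not tested.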

How the results depend on the processing

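The fits without the most abundant ID, with its share, the developmental position or the embryo number as a term, and the downsampled comparison of strain effects were chosen only after results were seen.

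Among results that answer a comparison, 119 kept their direction and side of the threshold, or stayed within a factor of 1.5 for counts, and 22 counts moved, 3 results became weaker, 1 became stronger and 2 reversed. For single named genes, 306 results were the same and 16 were weaker, 12 of these in 6 stage genes and 4 in 2 strain genes. Another normalization did not move the split of higher and lower calls by over 10 percentage points for any strain or stage count.

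With sums of 3 embryos, a fit with 2 sums per strain, the strain counts were 873, 1053, 492 and 91 genes from 2.25 to 5.25 hpf. Between 6.06% and 43.6% of the called genes were called again there with the same sign. The fits that each left out one biological replicate, with 3 embryos per strain, gave 907 to 1427, 848 to 868, 1034 to 2834 and 412 to 479 genes. At 2.25 hpf the position covariate gave 1226 genes, at 5.25 hpf the share of the most abundant ID as covariate gave 816, and the fit over all 48 embryos gave 2640; the cause was not tested.

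Stage counts in single strains, with fewer embryos, were 71 in AB and 55 in TL for the first step and 458 in AB for the second. The fits that each left out one replicate gave 86 to 118, 495 to 819 and 1339 to 2611 genes. The comparison of strain effects at 5.25 and 2.25 hpf gave 82 genes with the replicate block, 80 with the position covariate, and 9 to 20 when a replicate was left out.

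With the biological replicate as a block, strain counts were 2681, 2179, 2883 and 1832 from 2.25 to 5.25 hpf. The block also brought the list genes foxh1 at 2.25 hpf (edgeR adjusted p over all genes 0.0187) and ndr1 at 3.25 hpf (0.0319) past the threshold, and it changed calls of the position difference. At 2.25 hpf the exact permutation p within replicates was 0.005, and its value adjusted over the 4 stages moved from 0.0779 to 0.02. At 3.25 hpf the position difference of -0.52 had an exact permutation p of 0.04 within replicates, and 0.08 adjusted over the 4 stages. Among the set tests, the other list genes and the named genes it changed no other call. At 2.25 hpf the position difference was -0.13 with 50 genes (exact permutation p 0.115), -0.20 with 500 genes (0.00649) and -0.16 to -0.14 without either replicate, where 3 against 3 embryos allow no p below 0.1. At 4.25 hpf it ranged from -0.72 to 0.0729 and reversed without replicate 2; the cause was not tested. The list at 4.25 hpf had a fry p of 0.986 in the opposite direction, with a mean log2 fold change of -0.01.

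Scaling by spike-ins was not run, since the tables held 0 such rows, and 0 embryos were removed by the limit on low depth. Downsampling to the shallowest embryo kept between 79.1% and 87.5% of the strain calls. Whether the lost calls were those of low genes was not tested.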

Other observations

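The tests of depth, of the abundant ID, of the clutches, of read mapping, of the lag and batch of replicate 2, of embryo numbers and of low counts were chosen only after the related results were seen.

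The number of genes that differed between strains was not matched by regrouping: 1 of 100 splits of the 12 embryos, the real one, gave as many at each stage. The highest other split gave 129, 7, 110 and 5 genes from 2.25 to 5.25 hpf, and the split by biological replicate gave 365, 2, 212 and 938. The split by replicate leaves the strain difference in the spread. A separate test between replicates called 966, 128, 786 and 1582 genes at these stages. For the stage changes, 1 of 40 splits gave as many genes at each step. The highest other split gave 28, 363 and 404 genes, against 116, 756 and 2046 in the real one. Depth could shift fold changes, but on downsampled counts their slope was at least 0.993. With the share of the most abundant ID as a covariate the slope was at least 0.960. A clutch difference in a single biological replicate is argued against by a correlation across genes of at least 0.646 between the strain differences in mean log2 CPM of both replicates, where the highest of the shuffled values was 0.491. Clutch differences present in both replicates were not tested and stay open. A difference in developmental pace as the main cause across all genes is argued against by the correlation across genes of strain and stage changes. This correlation was negative at each stage and at most 0.0664 in size. For a part of the genes at 2.25 hpf, pace stays open. With position as a covariate, 47.5% of the strain calls were kept there, and 75.9%, 92.6% and 99.7% at the later stages. Position differed between strains at 2.25 hpf within replicates (exact permutation p 0.005), so this loss cannot be assigned to either.

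Reads of one strain may map less well to the reference, which would give a fixed difference at all stages. For the 21 genes whose strain effect changed with stage also under a spread per group, a fixed difference is not the whole cause. For the other 30 of the 51 genes the change itself was left open, so a fixed difference stays open too. Across all 14470 tested genes, the strain effects at 2.25 and 5.25 hpf correlated with r of 0.685. For genes without a changed effect, a mapping difference and a lasting difference in expression both predict such a correlation and cannot be told apart. A local effect on a stretch of chromosome was examined through neighbouring genes. That check is void, since only 73.8% to 76.9% of the called genes could be placed by symbol. Among the placed genes, the ratio of neighbour pairs with unlike names both called to the shuffled mean was at least 1.09. The p from shuffling the calls were 0.03, 0.01, 0.02 and 0.003 at the 4 stages in order. At least 48.7% of such pairs changed in the same direction. Because the check is void, these values decide nothing, and local effects and tandem copies that share reads both stay open.

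Biological replicate 2 was at an earlier developmental position at 4 of 4 stages. Earlier collection or slower development would lower rising genes and raise falling genes beyond those that defined the score. Across 11202 such genes, the replicate difference at 5.25 hpf correlated with the change from 4.25 to 5.25 hpf at r of -0.647, in line with a lag. Of 783 rising genes 88.5% were lower in replicate 2, and of 542 falling genes 91.1% were higher. Depth is argued against, since the difference was -0.407 h on downsampled counts. The labels tie each replicate to its own sequencing runs, so a library or sequencing batch and a difference in age cannot be told apart by the count of stages.

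The share of the most abundant ID repeated by embryo number across stages, most clearly in AB. AB embryos 1 averaged 57.2% over the 4 stages and AB embryos 6 averaged 15.2%, although these were different embryos. In TL the means ran only from 20.7% (embryos 6) to 34.3% (embryos 1). TL embryos 4 ranged from 11.3% to 28.7% over the stages, and TL embryos 5 from 11.4% to 28.8%. Embryo number held 76.4% of the variance of the log odds within strain, stage and replicate (shuffled mean 25.1%, permutation p 0.001), consistent with a technical property that goes with the number, such as a barcode used for the same number at each stage. Numbers did not stand for a shared set of differences in all genes, since same-numbered embryos of different stages correlated at a mean of 0.0194 across genes, and other pairs at -0.00977. The identity of the ID and the barcodes are not analysed here, and no biological explanation was tested.

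Genes with a mean of 2 to 5 counts had a variance over mean with a median of 3.46 over 16 combinations of strain, stage and replicate (range 2.84 to 4.42). The counts were not scaled for depth here, so unequal totals of the 3 embryos by themselves raise these values. Reads counted without collapsing duplicates of a molecule could also raise them, as could real variation between embryos. The values do not tell these sources apart.

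The list of Nodal, endoderm and dorsal forerunner genes did not shift in one direction between strains more than under regrouping. At the 4 stages, 63, 72, 99 and 90 of 100 splits gave a camera p as small. Its variation between embryos was also compared with 10000 random lists of the same mean expression. At 5.25 hpf its median variance was at percentile 99.9 (p 0.0014, adjusted over 4 stages 0.0056), and at the earlier stages at 80.9, 21.9 and 90.9. These genes change steeply with stage, which could by itself spread embryos of slightly different age. Matched on stage change as well, the percentile at 5.25 hpf was 85.2 (p 0.296). The excess variation is therefore in line with the steep change of these genes, and variation specific to the list was not detectable beyond it.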
